A study of Mus musculus with 8 samples. Its data were reported in "Functional genomics uncovers the transcription factor BNC2 as required for myofibroblastic activation in fibrosis" (2022).

How the data were processed

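RNA from EMS404 mouse cells, transfected with 20 nM siRNA against Bnc2 or a non-targeting siRNA by lipofection and collected after 48 h, was labelled with biotin and hybridised to Affymetrix mouse gene arrays, 1 array per sample and 1 colour per array. The authors processed the scans with Affymetrix Power Tools, named in the labels without a version, run through the GIANT toolset with correction for GC content, scaling of intensity and RMA at the level of core genes. The deposited values are therefore background-corrected, quantile-normalized log2 values per probe set, not centred per gene. The log base is not written beside the values, and log2 is what RMA gives. Quantile normalization by the authors gives the arrays nearly the same distribution, so that a shift of most genes in one direction would be removed before deposit. No coordinates are given, since no genome build is named in the sources used here.

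The value table held 41345 probe sets on 8 arrays, and 0 columns were left unused. The platform annotation paired 23521 probe sets with 1 gene symbol and 1814 with several, and 16010 had no symbol. Symbols were checked through Entrez identifiers against RefSeq genes of GRCm38.p6, and 0 were updated. Probe sets with 1 symbol were averaged per symbol, which gave 22180 genes, and probe sets with several symbols or none were left out of the gene analysis. Samples were grouped by the labels into 4 siCTRL and 4 siBNC2. No pair of arrays was identical.

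Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the only term), two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Gene lists were written by hand before the data were examined, as were the tests, the list of alternatives and the rule for named genes. Bnc2 was left out of every list. GSEA used fgsea 1.28.0 with 10000 gene permutations, weighted, on the difference of group means, adjusted over 26 lists including the matrisome union. The same GSEA was run on the mouse Reactome pathways shipped with fgsea that had 15 to 500 measured members. Camera with a preset correlation of 0.01, camera with an estimated correlation and fry were run on the same lists. Camera sets a list against the other genes, whereas fry asks whether its genes move on balance in one direction. Single genes were tested by exact permutation over the 8 arrays, two-sided. ± gives the SD of a group or the SE of limma for a difference.

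The text names Bnc2, Bnc1, Acta2, Ccn2 and Yap1, the 8 genes of the RT-qPCR panel, and for each list the 2 members with the smallest p, because no member passed the threshold. The rule also allowed the 10 genes with the largest rise and fall among genes past the threshold, which no gene met. The lists cover collagens, ECM glycoproteins, ECM proteoglycans, ECM regulators, integrins and matrix receptors, the RT-qPCR panel, myofibroblast identity genes and transcription factors of the study, contractile markers, quiescent stellate cell markers, TGF-β, YAP, interferon, NF-κB, cell cycle, p53, ATF4, cholesterol, hypoxia, immediate early and ribosomal genes, and markers of hepatocytes, cholangiocytes, macrophages and leukocytes, and endothelial cells. Lists can share members.

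The scripts were tested on simulated data drawn from the mean and spread of each gene with independent noise, in which genes were changed by known folds. In that test 9 of 127 calls were false. Real arrays share variation between genes, which that simulation leaves out. In the same kind of simulation a list of 40 genes shifted by −0.30 was called by GSEA, both forms of camera and fry, with 0 of 99 unshifted lists called.

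The alternatives were quantile normalization again, median centring of each array, a filter on genes with a mean under the 40th percentile, the brightest probe set per gene, the replicate number as a block, leaving out each array in turn, a trended robust prior, array weights, all probe sets in place of genes, and ranking for GSEA by moderated t or signal to noise. Leaving out both arrays numbered 4 and an exact permutation of the mean of each list per array were added after the data were seen, as was the count at an unadjusted p. For signal to noise, the SD of each group was floored at a share of its mean log2 value. That floor lay above the SD of every named gene, so this ranking weighs mean level more than replicate spread. Random lists matched on mean level were drawn 10000 times within 10 bins of expression.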

Results

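Gene expression was measured in EMS404 cells, a mouse cell line that the study uses as a model of myofibroblastic hepatic stellate cells, the cells that lay down scar matrix in the fibrotic liver. The cells were transfected with 20 nM of a small interfering RNA against Bnc2 (siBNC2), which encodes the zinc finger transcription factor Basonuclin 2, or with a non-targeting control (siCTRL), and RNA was taken 48 h later. Each of the 8 RNA samples, 4 per group, was hybridised to its own mouse gene array. The median log2 value of an array lay between 6.45 and 6.50, and pairs of arrays correlated with r between 0.983 and 0.996 across genes. The number of arrays, rather than a read depth, limits the precision. The study describes the replicates of its cell line arrays as independent, while the labels name no separate cultures.

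The comparison of siBNC2 with siCTRL asks which genes depend on BNC2 in these cells, with matrix genes as the study's focus. Bnc2 (Entrez 242509) was measured first as a check of the labels. Its log2 value was 8.52 ± 0.35 (SD, n = 4) in siCTRL and 7.19 ± 0.68 in siBNC2, a difference of −1.33 ± 0.31 (SE), or 2.51-fold lower, and the groups did not overlap. The exact two-sided permutation test gave p = 0.0286, the smallest that 4 against 4 arrays allow, while limma gave an adjusted p of 1.00 over the 22180 genes tested. No other gene tested had a more negative difference. The siBNC2 arrays read 7.07, 6.78, 6.72 and, for replicate 4, 8.18. Replicate 4 was also the highest of the siCTRL arrays, at 9.03 against 8.26 to 8.41. The paralog Bnc1 differed by −0.20 ± 0.27.

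With limma, 0 genes passed an adjusted p of 0.05, neither higher nor lower in siBNC2, and 0 passed with a fold change of 1.5 or more. At an unadjusted p under 0.05 there were 708 genes, 3.19% of those tested, of which 412 were higher and 296 lower in siBNC2. Limma with a trended, robust prior also gave 0 genes (754 at an unadjusted p under 0.05), as did limma with array weights (839) and limma on the 13308 genes above the 40th percentile of mean level, with 312, or 2.34%, at that unadjusted p. Without siBNC2 replicate 4 there were 1099 genes at that unadjusted p, and still 0 past the adjusted one. With the replicate number as a block, limma gave 1207 genes at that unadjusted p and 0 past the adjusted one. The shares of 3.19% and 2.34% take the arrays as unpaired, and whether the numbers pair the samples stays open. The 2 groups did not overlap for 478 genes, or 2.16%, against the 2.86% that chance gives for 4 against 4. In simulated arrays with the spread of these genes, 65.7% of 67 genes changed 2-fold and 95.5% of 66 genes changed 4-fold were recovered. Of 67 genes changed 1.5-fold, 16.4% were recovered. Recovery after adjustment depends on how many genes change, so these shares do not carry over to arrays with fewer changed genes. Bnc2 itself, 2.51-fold lower in siBNC2, did not pass.

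The fibrillar collagen Col3a1 was the matrix gene of the RT-qPCR panel with the largest difference, −1.32 ± 0.41 (SE, n = 4 per group), or 2.49-fold lower in siBNC2. The integrin alpha chain Itga1 differed by −0.81 ± 0.57, which was −0.47 without siCTRL replicate 4 or siBNC2 replicate 2, −0.54 without siBNC2 replicate 1 and −1.37 without siBNC2 replicate 4. Of the others, the fibrillar collagen Col5a2 differed by −0.49 ± 0.22, the laminin chain Lama5 by −0.42 ± 0.17, the type I collagen chain Col1a2 by −0.38 ± 0.19, the lysyl oxidase Loxl1 by −0.30 ± 0.16 and the other type I chain Col1a1 by −0.25 ± 0.20. Col5a1 differed by 0.03 ± 0.16, and its sign turned with the brightest probe set per gene. Thus 7 of these 8 genes had a lower mean in siBNC2, yet 0 passed over all genes tested and 0 when adjusted over the list alone with limma, with 2 at an unadjusted p under 0.05. The exact permutation p of Col3a1 was 0.0857, or 0.267 adjusted over the 8 genes. The panel was lower as a list by gene set enrichment analysis (GSEA), with a normalized enrichment score (NES) of −2.15 and an adjusted p of 0.00110, but adjusted p = 0.374 with an estimated correlation. The study does not state on which data it selected this panel, and by RT-qPCR it reported most of these genes lower in EMS404 cells. The panel is therefore not taken as independent evidence of direction. Among the 59 genes named in the text, of which 0 passed with limma, leaving out 1 array moved the difference of 30 by over 1.5 times or turned its sign. Of the 59 genes, 10, namely Col28a1, Sbspon, Spock1, Tbx2, Epsti1, Il1a, Emcn, Clec4g, Csf1r and Tyrobp, had a mean below the 40th percentile of all genes (5.66), where background limits what a difference shows.

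**Figure D1:**
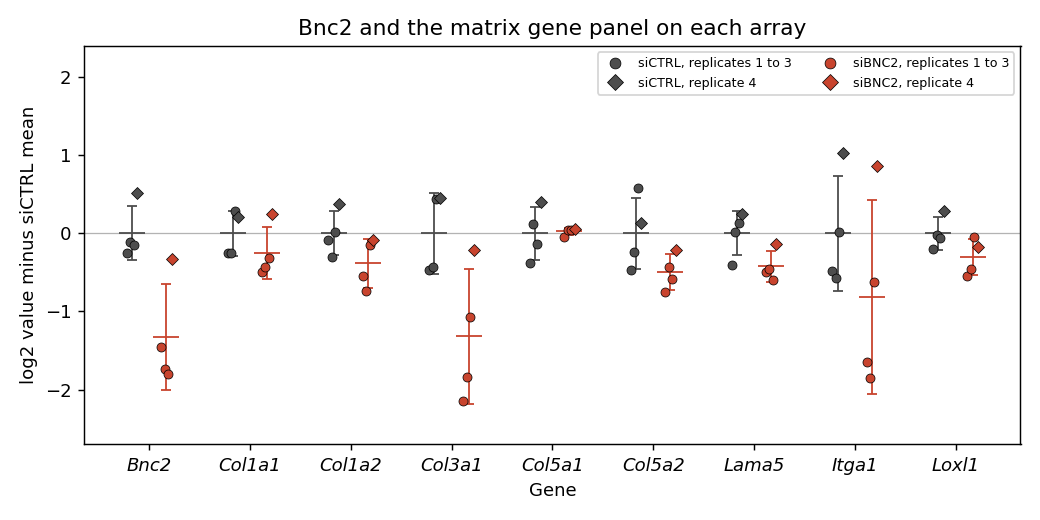
Log2 value of Bnc2 and the 8 genes of the matrix panel on each array, minus the mean of the siCTRL arrays. Points are arrays, diamonds are the arrays numbered 4, and horizontal marks with bars are the group mean ± SD (n = 4). The 4 siBNC2 points of Bnc2 lie below every siCTRL point, and those of Itga1 span both groups.

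Genes of the extracellular matrix (ECM) were lower in siBNC2 as a group by GSEA. Of 439 measured genes of the matrisome, the union of collagens, ECM glycoproteins, proteoglycans and regulators, 225 had a lower and 214 a higher mean in siBNC2, with NES −2.09 (adjusted p = 0.00110) but a median log2 difference of only −0.01 and a mean of −0.05. The adjusted p = 0.299 with an estimated correlation. Over all genes tested 0 of these passed with limma, also when adjusted over the list alone, with 13 lower and 7 higher at an unadjusted p under 0.05. The examples with the smallest p were Col3a1, given above, and Adam33, a metalloprotease that differed by −0.42 ± 0.11 (SE, n = 4 per group). All 4 siBNC2 arrays read below the siCTRL arrays for Adam33. The median and the counts of lower and higher matrisome members above include dim genes, those with a mean under 5.66. Without dim genes the NES was −2.58 for the matrisome, −2.30 for ECM glycoproteins and −2.20 for ECM regulators. It was −2.15 for collagens and −1.73 for ECM proteoglycans. Each of these scores was lower than with all genes.

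Among the parts of the matrisome, 24 of 44 collagens had a lower mean, with NES −2.09 (adjusted p = 0.00110) and adjusted p = 0.607 with an estimated correlation. Col28a1, a dim gene of this list, differed by −0.32 ± 0.14. Of 190 ECM regulators 107 were lower, with NES −1.80 (adjusted p = 0.00136) and adjusted p = 0.299 with an estimated correlation. They included the membrane matrix metalloprotease Mmp14 at −0.48 ± 0.15. Of 36 ECM proteoglycans 18 were lower, with NES −1.62 (adjusted p = 0.0250) and adjusted p = 0.936 with an estimated correlation. The small leucine-rich protein Ogn differed by −1.09 ± 0.36 and Spock1, a dim gene, by 0.26 ± 0.11. Of 169 ECM glycoproteins 76 were lower, and the list had NES −1.79 (adjusted p = 0.00136) although its median was above 0, at 0.01, while its mean was −0.04. It had adjusted p = 0.936 with an estimated correlation. The glycoprotein call was lost without siBNC2 replicate 2 (NES −1.23) and with ranking by moderated t (−1.28) or signal to noise (−1.20), and the proteoglycan call was lost without siCTRL replicate 1 (−1.39), siCTRL replicate 4 (−1.21), siBNC2 replicate 2 (−1.01) or both arrays numbered 4 (−1.38). Tinagl1 differed by −0.49 ± 0.16 and Sbspon, a dim gene, by 0.33 ± 0.12. With limma 0 members of these lists passed over all genes tested or adjusted over the list alone, while at an unadjusted p under 0.05 there were 2 collagens, 8 regulators, 2 proteoglycans and 8 glycoproteins.

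**Figure D2:**
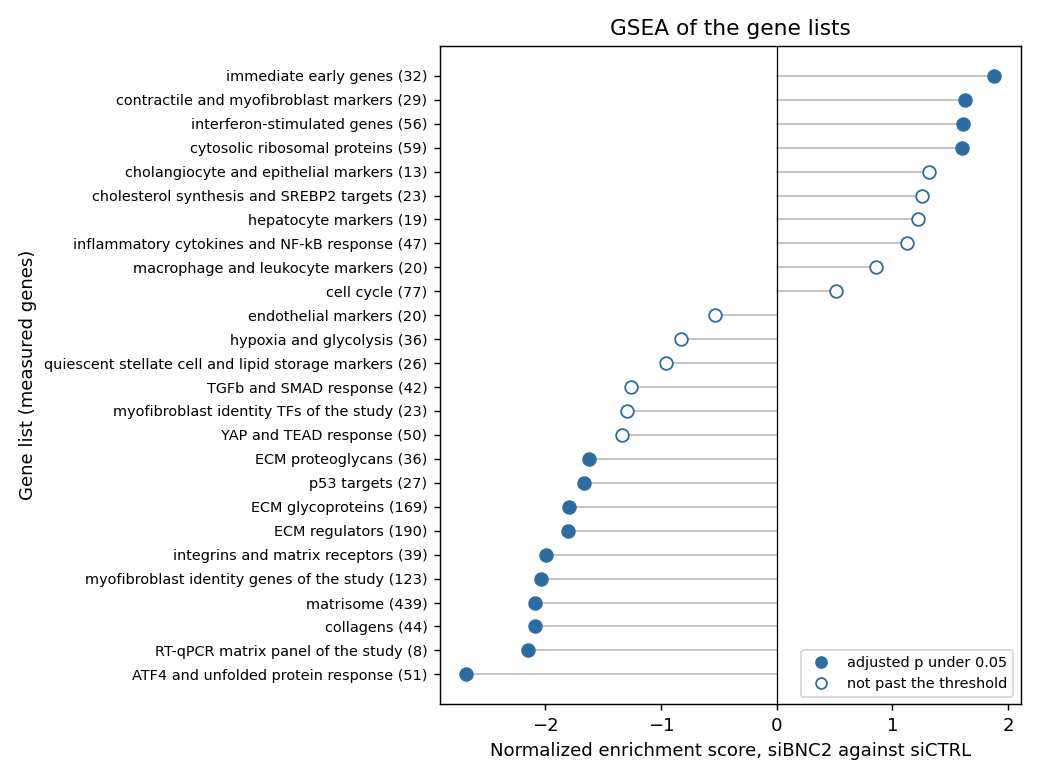
Normalized enrichment score of each gene list in siBNC2 against siCTRL, with the number of measured genes in brackets. Filled points passed an adjusted p of 0.05 by gene permutation. The ATF4 and unfolded protein response list lies lowest at −2.68 and the immediate early genes highest at 1.88.

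Integrins and matrix receptors had 25 of 39 members lower, with NES −1.99 (adjusted p = 0.00136) and adjusted p = 0.830 with an estimated correlation. The integrin chain Itga3 differed by −0.62 ± 0.17 and the collagen receptor Ddr1 by −0.25 ± 0.11. Without siBNC2 replicate 1 this call was lost, with NES −1.38.

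Myofibroblast identity genes, a list the study drew from other cells, had 75 of 123 members lower, with NES −2.03 (adjusted p = 0.00110) and adjusted p = 0.299 with an estimated correlation. Without siCTRL replicate 3 the NES was −1.36 and the call was lost. Itga3 is among them, and Errfi1, an inhibitor of the EGF receptor, differed by 0.37 ± 0.16. Of the 23 transcription factors of that list 11 were lower, with NES −1.29 (adjusted p = 0.216) and a median of 0.02, opposite in sign to the score. It passed only without siBNC2 replicate 3, at −1.70. Creb3l1 stood at −0.54 ± 0.36 (−0.18 without siBNC2 replicate 2 and −0.81 without siBNC2 replicate 4) and Tbx2 at 0.21 ± 0.12. Contractile and myofibroblast markers had 21 of 29 members higher in siBNC2, with NES 1.63 (adjusted p = 0.0250) and adjusted p = 0.936 with an estimated correlation. Acta2, which encodes smooth muscle actin, differed by 0.51 ± 0.57, which was 0.016 without siCTRL replicate 4, 0.16 without siBNC2 replicate 2, 0.88 without siCTRL replicate 2 and 0.92 without siBNC2 replicate 4. Des differed by 0.37 ± 0.18 and Tagln2 by 0.32 ± 0.16. That call was lost without both arrays numbered 4 (NES 1.54), siCTRL replicate 1 (1.45), siCTRL replicate 4 (0.96), siBNC2 replicate 1 (1.33) or siBNC2 replicate 2 (1.25). Quiescent stellate cell markers had NES −0.96 (adjusted p = 0.612), with Plin2, a lipid droplet protein, at −0.32 ± 0.13 and Vipr1 at 0.34 ± 0.13.

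Targets of TGF-β and SMAD signalling had 24 of 42 members higher and NES −1.25 (adjusted p = 0.216). The median was 0.02 and the mean −0.02, so that the sign depended on the measure. Id3 differed by −0.37 ± 0.16 and Id1 by −0.36 ± 0.16. Targets of the co-activator YAP and its TEAD partners had 29 of 50 members lower and NES −1.34 (adjusted p = 0.140). Gas6 differed by −0.88 ± 0.46, or −0.43 without siCTRL replicate 4, Mybl1 by 0.34 ± 0.15, Yap1 by −0.16 ± 0.14 and Ccn2, a common reporter of this pathway, by 0.06 ± 0.43. With the brightest probe set per gene Yap1 differed by −0.0052 and Ccn2 by 0.18. The YAP list passed without siCTRL replicate 4 (NES −1.81) or siBNC2 replicate 2 (−1.74) only.

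Stress response genes included the list with the lowest score. Of 51 measured genes of the ATF4 and unfolded protein response, 44 had a lower mean in siBNC2, with a median difference of −0.19, NES −2.68 (adjusted p = 0.00110) and adjusted p = 0.374 with an estimated correlation. Atf4 itself differed by −0.36 ± 0.16 and the lipoprotein receptor Vldlr by −0.73 ± 0.35. Targets of p53 had 19 of 27 members lower, with NES −1.67 (adjusted p = 0.0237) and adjusted p = 0.936 with an estimated correlation. Trp53inp1 differed by −0.76 ± 0.21 and Pmaip1 by −0.27 ± 0.15. The p53 call was lost without both arrays numbered 4 (NES −1.47), siCTRL replicate 1 (−1.25), siCTRL replicate 3 (−0.92), siBNC2 replicate 2 (−1.44) or siBNC2 replicate 4 (−0.93), with quantile normalization (−1.48), and with ranking by moderated t (−1.47) or signal to noise (−1.24).

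Interferon-stimulated genes had 33 of 56 members higher in siBNC2 and NES 1.61 (adjusted p = 0.0146), with adjusted p = 0.997 with an estimated correlation, where the direction was downward. The direction turned without both arrays numbered 4 (NES −0.84), siCTRL replicate 4 (−3.46), siBNC2 replicate 1 (−2.85), siBNC2 replicate 2 (−1.64) or siBNC2 replicate 3 (−2.85), and the call was lost without siCTRL replicate 2 (1.15). The list's mean deviation was −2.65 on siCTRL replicate 4 and −2.36 on siBNC2 replicate 4, and between −0.15 and 1.47 on the other 6 arrays. Ifit3 differed by −0.18 ± 0.32 and Epsti1 by −0.13 ± 0.24. Immediate early genes, a class of quick responders to stimulation, had 24 of 32 members higher, with NES 1.88 (adjusted p = 0.00335) and adjusted p = 0.936 with an estimated correlation. Their mean deviation on the arrays numbered 4 was −0.50 and −0.49, the lowest of the 8 arrays. The immediate early score turned without siCTRL replicate 4 (−1.51), siBNC2 replicate 1 (−0.86) or siBNC2 replicate 3 (−0.75). Phlda1 differed by 0.56 ± 0.35 and Jun by 0.28 ± 0.16. Cytosolic ribosomal proteins had 41 of 59 members higher, with NES 1.60 (adjusted p = 0.0146) and adjusted p = 0.936 with an estimated correlation. The ribosomal call was lost without siCTRL replicate 3 (1.47), siCTRL replicate 4 (0.69), siBNC2 replicate 1 (1.47), siBNC2 replicate 2 (1.08) or siBNC2 replicate 3 (0.60). Rps7 differed by 0.45 ± 0.21 and Rplp0 by 0.20 ± 0.11.

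**Figure D3:**
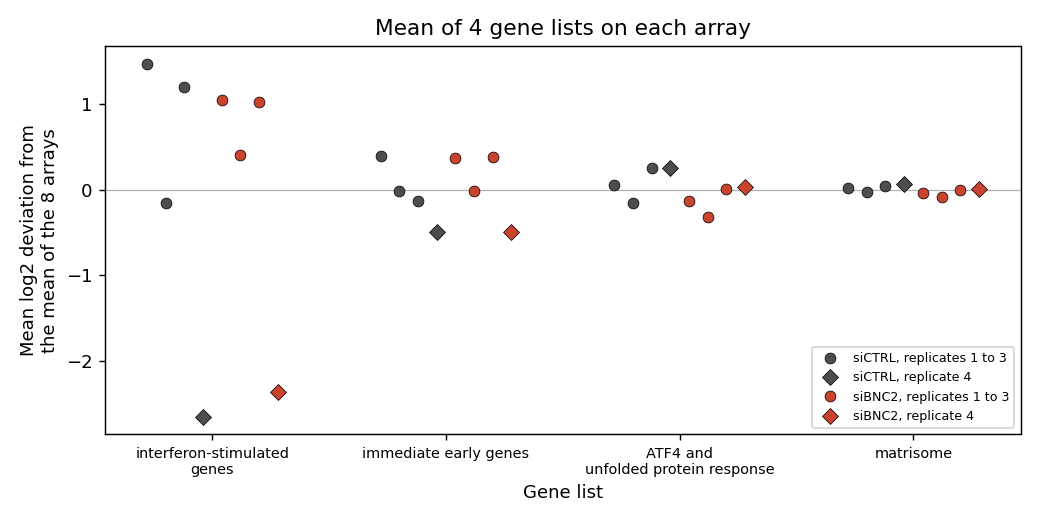
Mean log2 deviation of 4 gene lists on each array from the mean of the 8 arrays. Each point is 1 array and diamonds are the arrays numbered 4. The interferon-stimulated genes lie at −2.65 and −2.36 on these 2 arrays, below all others.

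The other lists did not pass on all 8 arrays. Cell cycle genes had NES 0.51 (adjusted p = 1.00), which was −1.65 without siCTRL replicate 1, −1.44 without siBNC2 replicate 4 and 1.49 without siCTRL replicate 4, each past the threshold. Among them were Mybl2 at 0.26 ± 0.13 (0.10 with the brightest probe set) and Cdc20 at 0.24 ± 0.13. Hypoxia and glycolysis genes had NES −0.83 (adjusted p = 0.815), opposite in sign to their median of 0.01, and 0.88 after quantile normalization, with the lactate transporter Slc16a3 at 0.50 ± 0.24 and Ero1a at −0.22 ± 0.11. Cholesterol synthesis genes had NES 1.25 (adjusted p = 0.234), which passed without siCTRL replicate 4 (2.26) or siBNC2 replicate 3 (1.87), with Hsd17b7 at 0.35 ± 0.19 and Sc5d at 0.18 ± 0.14. Inflammatory cytokines and NF-κB targets had NES 1.12 (adjusted p = 0.331), which passed without siCTRL replicate 1 (1.71) and, turned, without siCTRL replicate 4 (−1.56), with Nfkb2 at 0.38 ± 0.17 and Il1a, a dim gene, at 0.31 ± 0.13. Markers of other liver cells stood at NES 1.22 for hepatocytes (adjusted p = 0.269), 1.32 for cholangiocytes (adjusted p = 0.216), 0.86 for macrophages and leukocytes (adjusted p = 0.756, and −0.66 after quantile normalization) and −0.53 for endothelial cells (adjusted p = 1.00, and 0.54 after centring each array on its median). The endothelial median was 0.02, opposite in sign to its score. The cholangiocyte factor Sox9 differed by 0.53 ± 0.23 and Epcam by 0.22 ± 0.17. The hepatocyte enzymes Ass1 and Cyp3a11 differed by 0.43 ± 0.18 and 0.43 ± 0.19, while the median hepatocyte marker differed by −0.04 and the mean by 0.02. Of the endothelial markers Emcn differed by 0.23 ± 0.15 and Clec4g by −0.23 ± 0.18, and of the macrophage markers Csf1r by 0.15 ± 0.13 and Tyrobp by 0.12 ± 0.14. Most macrophage markers were near the dim end of the scale, as for Csf1r at 5.36 ± 0.10 (SD, n = 4) in siCTRL.

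An open search over 692 Reactome pathways gave 25 past an adjusted p of 0.05 by GSEA, 24 lower and 1 higher in siBNC2. ECM proteoglycans had the lowest score at −2.42, with 42 of 62 members lower. Collagen biosynthesis and modifying enzymes had −2.19, laminin interactions −2.10 and extracellular matrix organization, with 139 of 242 members lower, −2.11. Asparagine N-linked glycosylation was among them at −1.86, with 70 of 105 members lower. The pathway that was higher, glucagon signaling in metabolic regulation, had NES 1.86 with 23 of 29 members higher. Over the same pathways 5 passed with camera at a preset correlation of 0.01 and 0 with an estimated correlation, the smallest of them being adjusted p = 0.998. Fry gave 0. The count by GSEA was 68 without siCTRL replicate 1, 48 without siCTRL replicate 2, 11 without siCTRL replicate 3, 147 without siBNC2 replicate 4 and 61 without both arrays numbered 4.

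Of 26 lists, GSEA called 14, of which 10 were lower and 4 higher. Camera with the preset correlation called 2 of them, the RT-qPCR panel and the ATF4 list, and neither held with an estimated correlation. Fry, camera with an estimated correlation and an exact permutation of the mean of each list per array each called 0, the last with a smallest adjusted p of 0.619. That permutation could pass only if 15 of the 26 lists stood at its smallest p of 0.0286, so its count of 0 carries little weight. Ranked by moderated t, 8 lists were called, and the calls of ECM glycoproteins, ECM proteoglycans (NES −1.22), contractile markers (1.46), p53 targets, ribosomal proteins (1.42) and interferon-stimulated genes (−1.44, turned) were lost. Ranked by signal to noise, 3 lists were called, the matrisome, the RT-qPCR panel and the ATF4 list. With its floored SDs, that ranking weighs mean level more than replicate spread. No list had a member past an adjusted p of 0.05 with limma. GSEA permutes genes and so treats the members of a list as independent. The average correlation between members was estimated at 0.85 in the interferon list and 0.64 in the panel, but at 0.041 in collagens, 0.0087 in identity genes, 0.0021 in the matrisome, 0.0012 in ECM regulators and 0.0011 in ECM glycoproteins, and the matrisome was not called with the preset correlation either (adjusted p = 0.224).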

Values the study reported

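The study reported a matrisome set of 1028 genes and a set of 71 matrix genes of human fibrotic liver for its enrichment analyses. It reported 25 transcription factors among its myofibroblast identity genes. From its GSEA of EMS404 cells after Bnc2 silencing, it reported that matrix genes were lower.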

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

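The tests of patterns in this part were all chosen after the results were seen. An array was singled out where its gap to the nearest array of its group exceeded Dixon's critical share of the group's range. This held for 11 of 176 groups of 4 arrays, against 8.8 that chance gives.

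Ccn2 read 8.59 on siCTRL replicate 4, against 9.88 to 10.11 on the other arrays of the group. It was also low on siBNC2 replicate 4, at 8.55 against 9.98 to 10.32. Adam33 read 6.23 on siCTRL replicate 1 against 6.13 to 6.14. Clec4g read 4.90 on siCTRL replicate 3, against 5.23 to 5.26. On siBNC2 replicate 4, Tinagl1 read 12.36 against 12.92 to 13.01, Ifit3 read 7.62 against 8.39 to 8.52 and Vldlr read 9.21 against 7.74 to 7.97. The TGF-β and SMAD list had a mean deviation of −0.19 on siBNC2 replicate 4, against 0.05 to 0.06, and of −0.12 on siCTRL replicate 4, the lowest of its group. Other lists also set both arrays numbered 4 apart, given here for siCTRL and then siBNC2. They were the lowest of the 8 for YAP targets (−0.18, −0.21) and contractile markers (−0.28, −0.16) and the highest for cholesterol synthesis (0.39, 0.45). Acta2 read 14.08 and 14.80 on them, against 15.54 to 17.10 on the others. Hepatocyte markers stood at −0.080 on siBNC2 replicate 3, against 0.04 on the other arrays, and myofibroblast identity genes at 0.12 on siCTRL replicate 3, against −0.01 to 0.01. The array median was 6.45 on siBNC2 replicate 3, against 6.48 to 6.49, and the interquartile range was 4.18 on siBNC2 replicate 2, against 4.24.

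Interferon-stimulated genes were low on both arrays numbered 4. Of 56 such genes 55 lay below their mean of the 8 arrays on each of these arrays, with median deviations of −2.75 and −2.46. Scaling of whole arrays moves genes of one level alike and is argued against, because the list's median deviation from the other 6 arrays, minus that of other genes of the same level, was −3.59 and −3.35, and RNA of leukocytes on the other 6 arrays is argued against by the median marker level of 5.05 on them, below the 40th percentile of all genes (5.66), with Lyz2 at 5.18 and Tyrobp at 4.69, although the brighter markers Cd14 and Cd68 read 9.84 and 9.08 on them and went with the pattern, at 9.54 and 9.20 for Cd14 and 8.01 and 7.72 for Cd68 on the arrays numbered 4. Less efficient transfection of the cells of replicate 4 may have played a part, but this cannot be told apart from other causes. Bnc2 differed by −0.85 between the 2 arrays, against −1.20, −1.63 and −1.65 for the other numbers. The SD of a single such difference was 0.63 from the limma fit, which takes the arrays as unpaired. It includes variation between numbers and may overstate the spread if the numbers pair the samples. No biological explanation was tested, since the design has no group for it.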

How the results depend on the processing

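The leaving out of both arrays numbered 4, the exact permutation of list means, the differences within numbers and the counts at an unadjusted p were chosen after seeing the data, and where a result shifted below the cause was not tested. The count of 0 genes past the threshold by limma held under every alternative run, and the Bnc2 log2 fold change stayed below 0 in all of them, with an adjusted p from 0.0953, without both arrays numbered 4, to 1.00. Of 1577 comparisons with an alternative, 1367 kept direction and side of the threshold (counts within 1.5 times), and 75 changed sign, 60 of them with neither value past the threshold. Leaving out each array in turn, the scores of the matrisome (−2.19 to −1.64), collagens (−2.32 to −1.59) and ECM regulators (−1.97 to −1.49) kept their call, and the Reactome count ranged from 11 to 147. Scores that changed sign had ranges of −3.46 to 3.41 for interferon-stimulated genes, −1.51 to 2.47 for immediate early genes, −1.65 to 1.49 for the cell cycle, −1.56 to 1.71 for the NF-κB list, −1.29 to 2.26 for cholesterol synthesis, −1.17 to 1.52 for hypoxia, −1.81 to 1.10 for YAP, −1.37 to 1.29 for TGF-β, −1.70 to 1.24 for identity transcription factors, −1.18 to 0.90 for quiescence, −0.68 to 1.14 for macrophages and −0.96 to 0.82 for endothelial cells. Single genes that did so were Ccn2 (−0.29 to 0.45), Ifit3 (−0.34 to 0.13), Epsti1 (−0.31 to 0.040) and Col5a1 (−0.10 to 0.16). Without both arrays numbered 4 the score was −0.84 for interferon-stimulated genes, −0.86 for the NF-κB list, −0.79 for the cell cycle and 0.94 for hypoxia, Epsti1 differed by 0.0035 and Tyrobp by −0.030, Id3 by −0.17, Atf4 by −0.22, Ass1 by 0.23, Tbx2 by 0.12 and Ifit3 by −0.034, and 61 Reactome pathways passed. Quantile normalization gave 54 pathways, hypoxia 0.88 and macrophages −0.66, median centring gave endothelial cells 0.54, and the filter on dim genes gave 53 pathways and 312 genes at an unadjusted p under 0.05, with fewer genes tested. With array weights Ccn2 differed by 0.15 and Ifit3 by −0.019. With the brightest probe set Col5a1 differed by −0.16, Yap1 by −0.0052, Ccn2 by 0.18 and Mybl2 by 0.10, and the cell cycle scored −0.53. In that setting Col1a2 differed by −0.50, Ddr1 by −0.36, Rplp0 by 0.27, Tagln2 by 0.25 and Ero1a by −0.20, each with its sign kept. Ranking by moderated t called 8 lists, with quiescence at 0.85, interferon-stimulated genes at −1.44 and endothelial cells at 0.66. Ranking by signal to noise called 3 lists and 0 pathways, with collagens at −1.50 and ECM regulators at −1.35 no longer called, quiescence at 1.00, the cell cycle at −0.69, hypoxia at 0.57 and endothelial cells at 0.59. Against 14 lists and 25 pathways by GSEA, camera with the preset correlation called 2 lists and 5 pathways, camera with an estimated correlation 0 and 0, fry 0 and 0, and the exact permutation of list means 0 lists. Adjusted p-values of the matrisome, collagens and ECM regulators were 0.224, 0.0942 and 0.134 by camera with the preset correlation, 0.299, 0.607 and 0.299 with an estimated correlation, 0.898, 0.898 and 0.852 by fry, and 0.619 each by exact permutation, which could pass only with 15 of 26 lists at its smallest p. Lists whose direction turned under these tests had adjusted p of 0.931 (interferon-stimulated genes), 0.988 (hepatocytes) and 0.931 (endothelial cells) with the preset correlation, 0.997 each with an estimated one, 0.988 each by fry (ECM glycoproteins, hypoxia, endothelial cells) and 1.00 each by exact permutation (hypoxia, endothelial cells). With the replicate block limma gave 0 genes past the threshold and 1207 at an unadjusted p under 0.05, and Bnc2 an adjusted p of 0.316. Camera with the replicate block and an estimated correlation called 0 lists and 0 pathways, with adjusted p of 0.122 for the matrisome, 0.194 for collagens and 0.171 for ECM regulators, and with turned directions for hepatocytes (0.964) and endothelial cells (0.975). The labels do not say that the numbers pair the samples, and deviations from group means correlated at 0.39, 0.42, −0.0010 and 0.67 for numbers 1 to 4, with 5 of 8 arrays correlating best with their own number. The study states that compared groups were handled together in each replicate round, but no source used here ties the numbers to rounds, so pairing stays open. If paired by number, the difference of list means for numbers 1 to 4 was −0.056, −0.049, −0.056 and −0.048 for the matrisome, −0.11, −0.13, −0.11 and −0.072 for collagens, −0.49, −0.56, −0.58 and −0.35 for the panel and −0.18, −0.17, −0.25 and −0.21 for the ATF4 list, while integrins were lower in 3 of the 4. Of 26 lists, 10 had 1 sign in every pair, against 3.25 for independent lists with no effect, and 4 pairs allow no exact p below 0.125. The number of arrays and the signal of dim genes, which background limits, bound what can be seen.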

Other observations

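The tests added in this part were chosen after the results were seen. The limma count past the threshold and the GSEA results of the siRNA split, which they are set against, were planned. The first principal component of the 8 arrays carried 41.5% of the variance and did not follow the siRNA, with scores of 46.2 for siCTRL replicate 4 and 47.1 for siBNC2 replicate 4, and between −27.8 and −3.61 for the others. Of the 100 genes with the largest loading on it, 42 belonged to the 56 measured interferon-stimulated genes (Fisher's exact test, adjusted p = 1.77e-89), and 3 to the inflammatory and NF-κB list (adjusted p = 0.0162). Genes are not independent replicates, so these p-values describe the overlap only. The chemokine Cxcl10 read 12.52 on siCTRL replicate 4 and 13.06 on siBNC2 replicate 4, against 16.84 to 18.54 on the other 6 arrays. The nucleic acid sensor Zbp1 read 7.71 and 8.14, against 12.29 to 15.66. Both were chosen after their values were seen. The matrisome list here held 439 measured genes. That is fewer than the set quoted from the study above, which was not used here.

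The 8 arrays can be split into 4 and 4 in 35 ways. The siRNA split gave 0 genes past an adjusted p of 0.05 with limma, which all 35 splits match by construction, so that count tests nothing, and the highest other split gave 25 genes. That split parted siCTRL replicates 1 and 3 and siBNC2 replicates 1 and 3, the arrays with the highest interferon list means, from the rest. The 708 genes at an unadjusted p under 0.05 were matched or exceeded in 21 splits, with 3119 in the highest other, several times the real count. That split put siCTRL replicates 2, 3 and 4 with siBNC2 replicate 4. It thus keeps most of the siRNA grouping but places both arrays numbered 4 on the same side. The cause of its count was not tested. The 14 lists called by GSEA were matched or exceeded in 6 splits (highest other 18), and the 25 Reactome pathways in 31 (highest other 212), so chance is not excluded for either count. The other splits with at least 14 lists, at 18, 16, 15, 15 and 14, all put both arrays numbered 4 on the same side. The siRNA split keeps these arrays apart, so their difference from the rest enters those counts. Among splits that keep them apart, the highest other count was 13 lists. Some such splits still exceeded 708 genes, with up to 2151, and 25 pathways, with up to 78.

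For single lists the absolute score of the siRNA split was the highest of the 35 splits, 1 of 35, for the matrisome (2.09, highest other 2.04), collagens (2.09, highest other 2.07), integrins and matrix receptors (1.99, highest other 1.96), the RT-qPCR panel (2.15, highest other 2.06), the ATF4 list (2.68, highest other 2.58) and myofibroblast identity genes (2.03, highest other 1.79). That is a share of 0.0286, the smallest that 35 splits allow, for each list taken alone, and 0.0667 when adjusted over the 14 called lists, where 9 lists at the smallest share would be needed to pass. These lists were ranked because they passed on the siRNA split itself, which favours that split. Adjusting over them rather than over all 26 lists also understates the share. The splits are too few to settle it over the lists, and they take the arrays as unpaired. Chance is therefore not excluded for these lists. Nor is chance excluded for ECM glycoproteins (2 splits, 1.79 against 1.85), ECM regulators (3 splits, 1.80 against 1.85), ECM proteoglycans (7 splits, 1.62 against 1.80), contractile markers (14 splits, 1.63 against 2.16), p53 targets (18 splits, 1.67 against 2.38), ribosomal proteins (22 splits, 1.60 against 2.71), immediate early genes (24 splits, 1.88 against 2.65) and interferon-stimulated genes (33 splits, 1.61 against 3.48).

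A candidate explanation for the lower matrix lists is a response of matrix genes to the loss of Bnc2, a hypothesis that these arrays alone cannot settle. The study draws it from other data and also from its GSEA of EMS404 cells after Bnc2 silencing. That GSEA rests on these same arrays and is not separate evidence. A trend with brightness is argued against as the whole cause, since the matrisome mean of −0.05 lay below −0.0045, the lower bound of random lists matched on mean level. The arrays numbered 4 are argued against as the whole cause for the matrisome, with NES −1.94 without them, but ECM proteoglycans lost their call there (−1.38). The exact permutation of the list mean per array gave p = 0.114 for the matrisome before adjustment, with the arrays taken as unpaired. If the numbers mark rounds, variation between rounds enters that p. Paired by number, the matrisome differed by −0.056, −0.049, −0.056 and −0.048, but 4 pairs allow no exact sign p below 0.125. An effect of the siRNA on other transcripts stays open on these arrays, as the labels name no second siRNA against Bnc2. Outside these arrays, the study reported lower matrix genes in other cells after BNC2 silencing and in livers of Bnc2 heterozygous mice. In EMS404 cells it also reported most genes of the panel lower by RT-qPCR and less type I collagen protein after silencing.

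The ATF4 and unfolded protein response list was lower in siBNC2 for 44 of 51 members, a pattern outside the matrix lists. A trend with brightness is argued against as the whole cause, since the list mean of −0.20 lay below the matched bound of −0.063, and so are the arrays numbered 4, with NES −2.50 without them. The exact unpaired permutation of the list mean per array gave p = 0.171 before adjustment. Paired by number, which stays open, the list differed by −0.18, −0.17, −0.25 and −0.21, with no exact sign p below 0.125 possible. An effect of the siRNA itself stays open.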
